A study of Mus musculus with 36 samples. Its data were reported in "Differential integrated stress response and asparagine production drive symbiosis and therapy resistance of pancreatic adenocarcinoma cells" (2022).

How the data were processed

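Libraries were poly(A)-selected and strand specific, made from 200 ng of total RNA with 14 cycles of amplification and read as 76 bp paired ends. They came from mouse pancreatic fibroblasts of the C57BL/6 strain that had been cultured for 48 h in direct contact with a tumour line carrying GFP and then separated from it by flow sorting, or from fibroblasts cultured alone. The authors deposited whole-number read counts per gene for 39017 genes and 36 libraries, with no scaling between libraries. They also deposited RPKM values (read counts divided by gene length and library total) for 37746 of these genes. The ratio of counts to RPKM followed the library totals of the count table, at 0.9997 to 1.0002 times their median relation, so the RPKM values carried no scaling beyond library size. The aligner, the counting tool, the genome build and the annotation are not stated in the labels or in the methods of the study, so genes are given by their symbol and Ensembl identifier as in the files and no coordinates are given. Whether counting used strand is not stated either, and genes with near-identical copies, such as the keratins Krt8 and Krt18, are uncertain in this respect.

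Groups were taken from the labels of each sample: 9 groups of 4 libraries, namely the mono-culture, the co-cultures with each of 7 tumour clones (named T, N, M, K, V, H and E), and the co-culture with KPC1, a name the labels do not explain. The assignment of clones E, H and V to group 1 and of clones K, M, N and T to group 2 is the metabolic classification made in the study, not a label of these libraries. Library totals ranged from 12532122 to 21985538 counts (mean 18177806, SD 2418484, n = 36). Counting error is therefore small for abundant genes, and 3 counts was taken as the floor below which a gene was treated as not detected. Floors cover counting error only, since reads amplified by PCR are not independent molecules.

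Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr on the 9 groups, which left 14439 genes, and libraries were scaled by TMM. A quasi-likelihood model with 1 coefficient per group was fitted to the 36 libraries (estimateDisp, glmQLFit with robust estimation, glmQLFTest), and p-values were adjusted by Benjamini-Hochberg, with 0.05 as the threshold. Contrasts compared each co-culture with the mono-culture, the mean of the 7 clonal co-cultures with the mono-culture, the mean of group 1 with the mean of group 2, and KPC1 with the mean of the 7 clones. Differences among the 7 clones were tested with one F-test on 6 contrasts. Standard errors of log2 fold changes were derived from the fold change and the F-statistic. CPM values, counts relative to the library total, are TMM-scaled, and log2 CPM used a prior count of 1. A list score is the mean log2 CPM of the tested members of a list.

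There were 8 gene lists: myofibroblastic, inflammatory, antigen presentation, interferon response, ATF4 targets, glycolysis, proliferation and epithelial. They were tested with camera (limma 3.58.1, preset correlation 0.01) for the mean clonal contrast and for the class contrast, with adjustment over the 16 tests. Resemblance between clones was measured as the root mean square log2 fold change over the genes tested, and the difference between and within classes was tested by exact one-sided permutation over the 35 splits of 7 clones into 3 and 4. The tests, the lists, the alternatives and the rule for named genes were fixed before the data were examined, apart from 2 covariates, a second epithelial list, the counts of separated genes by split, the tests of replicate numbers and the tests of explanations in the closing section.

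Named genes had a mean of at least 2 CPM. They were the 5 highest and 5 lowest fold changes of the mean clonal contrast with one sign in the 7 clones; for each single co-culture, the 1 highest and 1 lowest with the 4 libraries beyond those of the mono-culture; the 5 highest and 5 lowest of the class contrast with the clone coefficients of the classes separated; the 5 smallest p-values among clones; the 1 highest and 1 lowest of the KPC1 contrast; and members of the lists. Where each library of the reference group was at or under the floor, the fold is given as a lower bound computed against the floor.

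Alternatives were DESeq2 1.42.0, RLE scaling, no scaling beyond library size, no filter, at least 10 counts in every library, an adjusted p-value threshold of 0.1, the replicate number as a block, limma-trend on log2(RPKM + 1) or log2(RPKM + 0.1), and leaving out each library in turn. The procedure was tested on simulated counts for 14439 genes in which 200 genes were changed in 1 group: edgeR recovered 82.0% of them with 7 false calls, DESeq2 81.5% with 23, limma-trend 82.0% with 13, and the F-test among clones 82.5% with 10. Limma-trend was run there on log2 CPM, not RPKM. The simulated changes were few, went in both directions and held no shift shared by replicate number. The simulation therefore does not test scaling or false calls where as many genes differ as in these data. Libraries within a group were compared by chi-square over genes, and the smallest value per degree of freedom was 6.20, so no library pair differed by as little as sampling noise. Gene biotypes, lengths and GC contents for checks came from GENCODE vM21, matched by identifier for 14296 of 14439 genes.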

Results

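Fibroblast RNA was profiled in 36 libraries: 4 from mono-culture and 4 from co-culture with each of 8 tumour lines. The lines were 7 clones derived from a single tumour of a mouse pancreatic cancer model and KPC1. Mean library totals lay between 15479002 counts for clone M and 20058986 for clone H. The mono-culture libraries had 17119049 ± 3387506 counts (SD, n = 4).

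The first comparison asked whether co-culture with each line changed fibroblast expression. Of 14439 genes tested with edgeR, 8526 (59.0%) differed between KPC1 co-culture and mono-culture, 8414 for clone V, 7826 for clone H, 7186 for clone T, 5625 for clone N, 4622 for clone E, 3320 for clone M and 2763 (19.1%) for clone K. With KPC1 4410 genes were higher and 4116 lower, and with clone K 1508 were higher and 1255 lower. Without scaling beyond library size the share of higher genes fell from 51.7% to 44.1% for KPC1 and from 54.6% to 45.4% for clone K. With a change of at least 2-fold required, 3046 genes differed with KPC1 (1371 higher and 1675 lower) and 858 with clone K (574 higher and 284 lower). Of the alternatives run for clone K, a fit of only the 8 libraries compared gave the highest count, 3820 genes. Leaving out clone K replicate 3 gave the lowest, 1961.

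**Figure D1:**
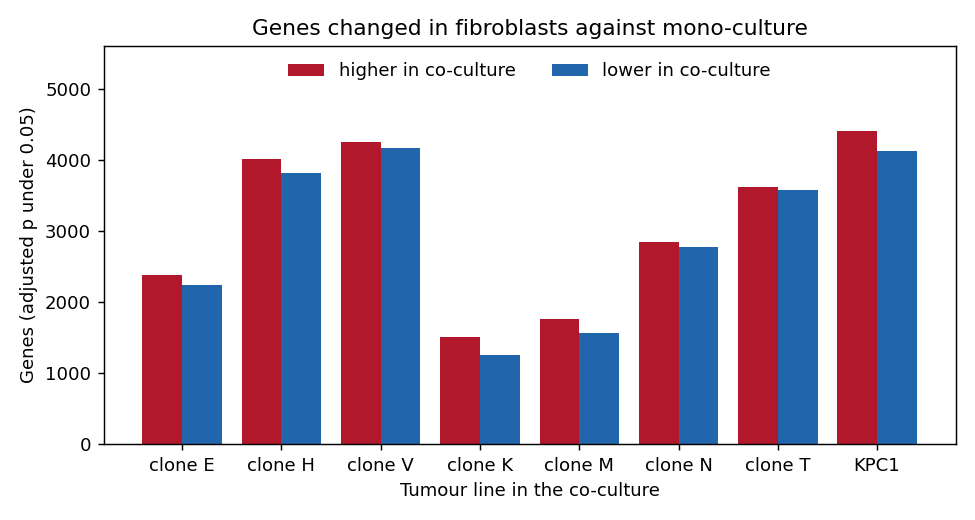
Number of genes higher (red) or lower (blue) than mono-culture at an adjusted p-value under 0.05, for each tumour line. The counts run from 1508 higher and 1255 lower genes with clone K to 4410 and 4116 with KPC1.

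A total of 954 genes differed in one direction in each of the 8 co-cultures, 494 higher and 460 lower. Comparisons that share the mono-culture libraries are correlated without any effect. With simulated unchanged groups on the same layout, 0 genes were called in all 8, and the mean correlation of log2 fold changes between pairs of co-cultures was 0.489, against 0.777 observed (28 pairs, across genes, which are not independent replicates).

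For the mean of the 7 clonal co-cultures, 7108 genes differed from mono-culture, 3514 higher and 3594 lower. Without scaling beyond library size the share of higher genes fell from 49.4% to 40.4%, so the even split depends on the scaling. The 5 genes with the highest fitted fold changes were Cldn6, Krt8, Palmd, Nkx6-3 and Krt18, an order that rests on the prior count where mono-culture was at the floor; Krt8 and Krt18 are members of the epithelial list, which rose and fell across libraries of one group with other epithelial genes. Cldn6 (ENSMUSG00000023906) had 0 counts in the 4 mono-culture libraries and was at least 98.6-fold higher (edgeR adjusted p = 7.6e-06, higher in 28 of 28 libraries). Cldn6, Palmd and Nkx6-3 may, like the keratins, report RNA carried over from tumour cells. Krt8 (ENSMUSG00000049382) had at most 2 counts in a mono-culture library and was at least 511-fold higher (adjusted p = 1.7e-07). Krt18 (ENSMUSG00000023043) had 0.161 ± 0.0611 CPM in mono-culture, 93.3 ± 44.9 CPM with clone H and 271 ± 50.5 CPM with clone N (SD, n = 4 each). The 5 lowest were Sprr1a, Rspo2, Hlf, Mt2 and Dpt. Sprr1a (ENSMUSG00000050359) had 240 ± 60.9 CPM in mono-culture and 1.60 ± 0.231 CPM with KPC1 (SD, n = 4 each), and its mean clonal log2 fold change was -4.70 (SE 0.284, adjusted p = 1.9e-13, lower in 28 of 28 libraries). Dpt (ENSMUSG00000026574) had 166 ± 45.8 CPM in mono-culture (SD, n = 4) and a log2 fold change of -3.62 (SE 0.195, adjusted p = 2.4e-14).

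In the single co-cultures the highest gene by fitted fold change was Krt8 with clones E, M and N, Palmd with clones H and K and with KPC1, and Cldn6 with clones V and T. Palmd and Cldn6 had 0 counts in mono-culture, so their rank rests on fitted values. Palmd was at least 113-fold higher with clone H, and Cldn6 at least 46.5-fold higher with clone V, and these bounds do not place either gene above Krt18. The lowest was Sprr1a with clones E, M, N and T and with KPC1, Hlf with clone H, Rspo2 with clone V and Cmpk2 with clone K. Rspo2 (ENSMUSG00000051920) had 43.7 ± 11.8 CPM in mono-culture and 0.764 ± 0.188 CPM with clone V (SD, n = 4 each).

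The next comparison asked whether fibroblasts differed by the clone they had been cultured with. The F-test among the 7 clonal co-cultures called 9749 genes (67.5%). The 5 smallest p-values belonged to Pi4k2b, Med16, Gcnt1, Hoxa3 and Ssbp3. Between single clones, the number of genes called ran from 56 for clones H and V, and 183 for clones E and N, to 8367 for clones V and M, with a median of 3462 over the 21 pairs.

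Clones of group 1 (E, H and V) were compared with those of group 2 (K, M, N and T), the metabolic classes of the study. At the level of libraries, 7598 genes differed, 3762 higher and 3836 lower with group 1, and of those that changed at least 2-fold 169 were higher and 576 lower. Libraries of a clone are not replicates of its class. With counts summed per clone, 0 genes passed the threshold and 1890 of 15792 had an unadjusted p under 0.05. The largest of the 35 splits of the clones, H, V and T against the rest, gave 9128 genes, and 5 of the 35 gave at least 7598, the metabolic classes included. Clone coefficients of the classes were completely separated for 1042 of the 14439 genes tested (7.22%), against 5.71% by chance ordering, and 6 of the other splits separated more genes, up to 6115 for H, V and T against the rest. The distance between clones was 0.0868 larger between classes than within them (0.730 against 0.643 on the log2 scale), with an exact one-sided permutation p of 0.171 over 35 splits, for which the smallest possible p is 0.0286. Clones H and V lay 0.465 apart, but clone E lay closer to clone N (0.423) than to clone H (0.724) or clone V (0.805).

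**Figure D2:**
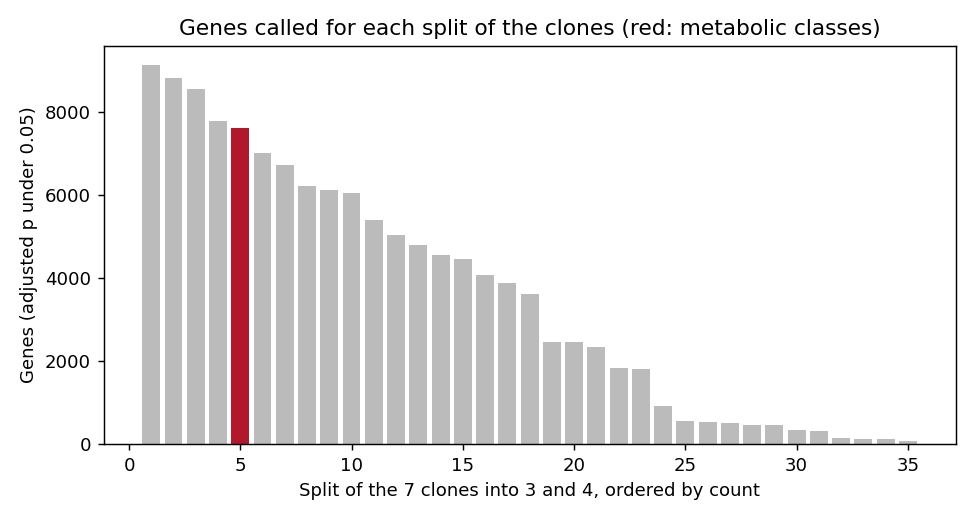
Genes called at an adjusted p-value under 0.05 for each of the 35 splits of the 7 clones into 3 and 4, in descending order, with the split into metabolic classes in red. The metabolic classes gave 7598 genes, and the largest split gave 9128.

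Among genes whose clone coefficients separated the classes, the 5 highest with group 1 were H19, Rsad2, Ces1a, Sema7a and Mfsd2a, and the 5 lowest were Wnt4, Parm1, Rarres1, Notum and Pstpip1. In the clone T libraries Pstpip1 had 10.7, 3.30, 4.64 and 7.80 CPM where Krt18 had 429, 185, 237 and 273 CPM. RNA carried over from tumour cells therefore stays open for Pstpip1, and the other genes named here were not tested for it. Rsad2 (ENSMUSG00000020641) had a log2 fold change of 1.90 (SE 0.220, edgeR adjusted p = 4.8e-08), with 16.2 ± 7.67 CPM for clone H and 1.66 ± 0.293 CPM for clone K, but 4.21 ± 1.60 CPM for clone E of group 1 and 3.57 ± 2.28 CPM for clone T of group 2 (SD, n = 4 each). Parm1 (ENSMUSG00000034981) had a log2 fold change of -2.71 (SE 0.254, adjusted p = 2.5e-09), with 2.00 ± 1.18 CPM for clone H and 3.21 ± 1.61 CPM for clone V (SD, n = 4 each). Clone E of group 1, with 24.5 ± 9.01 CPM, lay within the spread of clones K (27.3 ± 9.46 CPM) and T (29.5 ± 9.93 CPM) of group 2 (SD, n = 4 each). The SEs and edgeR p-values of Rsad2 and Parm1 rest on the spread between libraries of a clone, not between clones of a class.

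KPC1 differed from the mean clonal co-culture in 5929 genes. Setting each of the 8 lines in turn against the other 7 gave between 962 genes for clone T and 6935 for clone M, so the count for KPC1 lay within the range of the clones. The lowest gene was Gdpd2 (ENSMUSG00000019359), with 0.258 ± 0.213 CPM for KPC1 (SD, n = 4) and a log2 fold change of -4.80 (SE 0.605, adjusted p = 1.2e-06). Its low level was not confined to KPC1. Mean CPM was 0.865 with clone H, 1.19 with clone V and 2.95 with clone T. It was 18.8 with clone E, 20.8 with clone M, 22.5 with clone N and 44.2 with clone K. The highest was Cxcl1 (ENSMUSG00000029380), with a log2 fold change of 3.23 (SE 0.430, adjusted p = 2.3e-06). That value rests on KPC1 replicate 1: the 4 libraries had 292.3, 5.67, 21.9 and 10.8 CPM, and without replicate 1 the log2 fold change was 0.53 (adjusted p = 0.29).

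Gene lists were compared for the mean clonal co-culture against mono-culture. The interferon response list was lower, with a median log2 fold change of -1.53 (camera adjusted p = 1.6e-06), 0 of 15 members higher and 15 lower; 13 were called over all genes tested and 14 adjusted over the list alone. By line, 13 or 14 members were called lower with clones E, K, M, N and T, but 3 with clone H, 5 with clone V and 6 with KPC1, where 1 member was called higher in each. The median with clone H was -0.31, and 2 of its 4 libraries scored below each mono-culture library. The myofibroblastic list was higher (median 0.68, adjusted p = 0.0027), with 13 of 19 members called over all genes tested and 14 adjusted over the list alone. Of the 13, 12 were higher and 1 lower. By line, 0 members were called lower with clones E, K, M and N, 4 with clone H, 5 with clone V and 6 each with clone T and KPC1. The epithelial list was higher (median 3.74, or 2.74 with the 3 members at the floor in mono-culture set to their bound, adjusted p = 0.00024), with 9 of 11 members called either way, 8 higher and 1 lower. With no filter on low counts its median was 1.04. The ATF4 target list did not pass the threshold (median 0.30, adjusted p = 0.056), with 9 of 23 members called over all genes, 8 higher and 1 lower, and 9 adjusted over the list alone. This result depended on the setting. With the replicate number as a block the camera adjusted p was 0.032, and with RLE scaling it was 0.056. The inflammatory (median 0.47, camera adjusted p = 0.75), antigen presentation (-0.38, 0.37), glycolysis (0.0027, 0.38) and proliferation (-0.15, 0.37) lists did not pass either. Only 3 of the 8 listed antigen presentation genes were tested, so this list says little about the programme. All 3 had negative fold changes, and 1 was called. The mean score differed from mono-culture by -0.23 (clone N) to -0.50 (clone T) over the co-cultures. The inflammatory median was 0.21 without mono-culture replicate 2 and 0.26 without clone T replicate 2, and the proliferation median was -0.09 without mono-culture replicate 4.

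Between the classes, the ATF4 target list was higher with group 1 (median 0.73, camera adjusted p = 3.6e-09), with 22 of 23 members called over all genes tested, 21 higher and 1 lower, and 22 adjusted over the list alone. The proliferation (median 0.34, adjusted p = 5.5e-07), interferon response (0.84, 0.00017) and glycolysis (0.23, 0.018) lists were also higher, with 16 of 18, 12 of 15 and 11 of 18 members called over all genes tested and as many adjusted over the list alone; these were higher except for 1 glycolysis member. The myofibroblastic (-0.11, 0.59), inflammatory (0.31, 0.31), antigen presentation (-0.12, 0.95) and epithelial (-0.64, 0.32) lists did not pass. Single libraries moved some of these medians: the myofibroblastic one was -0.07 without clone E replicate 4 or clone H replicate 4, the inflammatory one 0.20 without clone E replicate 4, and the antigen presentation one -0.08 without clone H replicate 3 or clone N replicate 4 and -0.07 without clone T replicate 4. The 7 list calls in both contrasts held under fry and none held with the correlation estimated from the data. At the level of clones, 6 of the 35 splits gave an ATF4 median at least as large, 4 a glycolysis median, and 2 each an interferon and a proliferation median, so none of these class differences fell under 0.05 by exact permutation (two-sided).

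The ATF4 target score did not follow the classes clone by clone. Relative to mono-culture the median log2 fold change was 1.22 for clone V, 0.99 for clone H and 0.74 for clone T, but -0.04 for clone E, -0.14 for clone K, 0.19 for clone N and -0.82 for clone M; it was 0.99 for KPC1. Asns (ENSMUSG00000029752), which encodes asparagine synthetase, had 173 ± 27.9 CPM in mono-culture, 558 ± 98.4 with clone V, 544 ± 132 with KPC1, 461 ± 78.4 with clone H, 418 ± 113 with clone T, 252 ± 33.1 with clone N, 200.3 ± 62.5 with clone E, 156 ± 58.2 with clone K and 95.1 ± 10.02 with clone M (SD, n = 4 each).

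**Figure D3:**
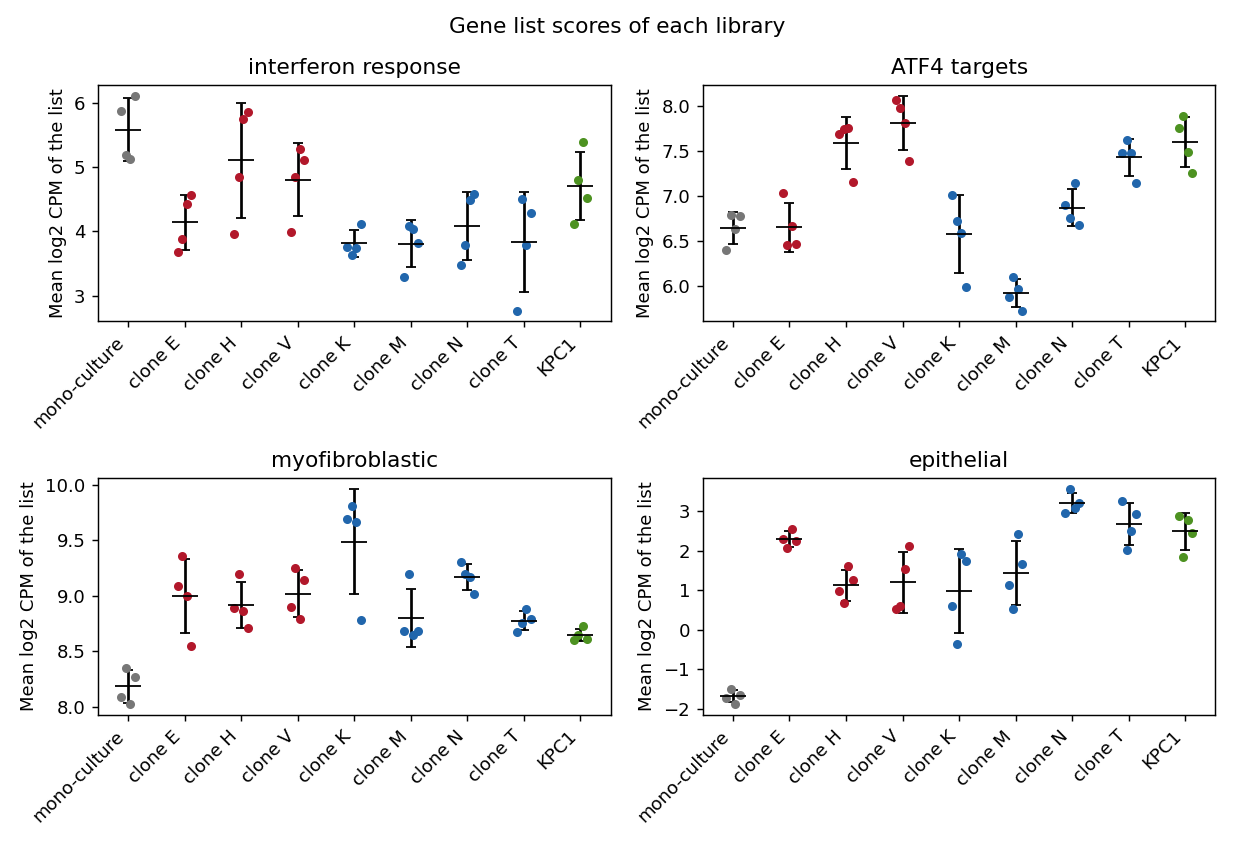
Mean log2 CPM of 4 gene lists in each library (points), with the group mean and SD (n = 4), for mono-culture (grey), group 1 (red), group 2 (blue) and KPC1 (green). The epithelial score is -1.68 in mono-culture and 0.98 or more in each co-culture group.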

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

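The tests in this part were chosen after the values had been seen, except that the relation of ATF4 to epithelial scores between libraries of one line, without removal of replicate number, and the thinning of counts were set before their own results were seen. Of 136 sets of 4 libraries examined, 11 held a library further from the rest than Dixon's 95% value of 0.829, where chance gives about 6.80.

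A few single libraries matter for a value above. For Cxcl1 with KPC1 the ratio of gap to range was 0.943, from replicate 1. For glycolysis with clone V it was 0.873 (replicate 4, score 7.77 against 6.92 to 7.03), and without that library the class difference in glycolysis fell from 0.23 to 0.14 with an adjusted p of 0.080. For glycolysis with clone H it was 0.896 and for ATF4 targets with clone H 0.893 (replicate 4, 7.16). For Asns with clone E it was 0.881 (replicate 1, 293.5 CPM). The other sets were the myofibroblastic score with clone K (0.860) and clone M (0.931), the antigen presentation score with clone M (0.889), the proliferation score with clone K (0.861), the scaling factor of clone H (0.935) and Krt8 in mono-culture (1), where 1 library held 2 counts and the others 0. Replicate number took up 65.8% of the within-group variance of the ATF4 target score over the co-cultures (permutation p = 0.00012), and replicate 4 was lowest in 7 of 8, so the low score of clone H replicate 4 follows a shift shared with other lines. For the other sets no explanation was tested library by library, and no biological explanation was tested for any.

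List scores differed among the 7 clones by permutation of the 28 libraries (100000 resamples, adjusted over 8 lists). The range of clone means was 1.89 for ATF4 targets (adjusted p = 2.7e-05), 1.12 for the inflammatory list (2.7e-05), 0.65 for proliferation (2.7e-05), 2.23 for the epithelial list (0.00066), 0.49 for glycolysis (0.014), 1.29 for the interferon response (0.025) and 0.71 for the myofibroblastic list (0.025). The antigen presentation score, which rests on 3 of 8 listed genes and had a range of 0.27, was not shown to differ (0.64). With libraries permuted within replicate number it still did not pass (unadjusted and adjusted p = 0.28), and the other 7 lists passed (adjusted p at most 0.008). The unadjusted p of 1e-05 behind the first 3 is the smallest these permutations can give.

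For ATF4 targets, carried-over RNA of tumour cells was weighed. The score was higher with clones H, V and T and with KPC1. If such RNA were the whole cause, the excess of ATF4 target CPM over mono-culture would rise in proportion to the epithelial excess across the libraries of one line, a slope of 1 on log scales. The slope was -0.377 (SE 0.208, permutation p = 0.00063 against 1) and, with replicate number removed as well, -0.0527 (SE 0.112, p = 7e-05; 16 libraries). Between libraries of one line, pooled over the 8 lines after centring each, the ATF4 score fell where the epithelial score rose (Pearson r = -0.48, permutation p = 0.028, adjusted over 4 relations 0.038; Spearman rho = -0.484, p = 0.016; r = -0.536 without the 2 farthest libraries; 32 libraries), though with replicate number removed this relation did not pass after adjustment (r = -0.477, permutation p = 0.032, adjusted 0.054; Spearman rho = -0.402, p = 0.060; r = -0.384 without the 2 farthest libraries). With clone M 15 of 23 members were called lower, with a median of -0.82. Added RNA of cells with a high ATF4 response cannot give this fall. The paper places clone M in the class where this response is lower. The fall therefore does not test RNA carried over from clone M. Dilution would lower other fibroblast transcripts as much, but the lowest of 19 myofibroblastic members stood at -0.21 with clone M. That list was itself higher there (median 0.39, 5 members called higher and 0 lower). Members that rise in co-culture do not show dilution, so this value does not decide on it. The slopes argue against tumour RNA as the whole cause of the higher score with clones H, V and T and with KPC1. A smaller contribution stays open, as does dilution for the fall with clone M. With counts thinned to 12532122 per library the gap between clones V and M was 1.88, against 1.89 with all counts. Unequal counting depth therefore did not make this gap. The score is already relative to the library total, so thinning could move it little and does not test other effects of library size. A response of the fibroblasts to the clone is a hypothesis that stays open, as do handling differences between cultures.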

How the results depend on the processing

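The counts of genes called stayed within 1.5 times their reported value under the alternatives run, leave-one-out included, except for the class comparison, where summing counts per clone gave 0 genes and requiring separated clone coefficients gave 904. The first has 7 samples in place of 28 and the second adds a criterion. The fit with 2 groups on which the regroupings of the mean clonal contrast were counted, not one of the alternatives, gave 4506 genes against 7108. The distance between classes did not pass its threshold under any alternative run.

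All 7 list calls were lost with the correlation estimated from the data, with the same medians: 0.68 (myofibroblastic), -1.53 (interferon response) and 3.74 (epithelial) for the mean clonal contrast, and 0.84 (interferon response), 0.73 (ATF4 targets), 0.23 (glycolysis) and 0.34 (proliferation) for the class contrast. Under fry they held, and antigen presentation in the mean clonal contrast (-0.38) and the inflammatory list in the class contrast (0.31) were also called. The mean clonal ATF4 median passed with no scaling (0.23), with no filter (0.30), and in 9 of 32 fits that each left out 1 library. The cause was not tested. Over the 32 fits this median ran from 0.21 to 0.36.

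The mean clonal glycolysis median was close to 0 and never called. It changed sign with RLE scaling (-5.70e-05), no scaling (-0.059), the axis covariate (-0.000656) and the epithelial covariate (-0.00380). It also did so in 11 of 32 leave-one-out fits (-0.062 to -0.0026), and the 32 fits ran from -0.062 to 0.045. The antigen presentation median between classes was 0.18 with no filter, not called. The epithelial list passed in the class contrast (-0.50) with the within-group epithelial score as a covariate. Both covariates were chosen after seeing the data. The class glycolysis median ranged from 0.14 to 0.27 over 28 leave-one-out fits and lost its call without clone V replicate 4. Of the named genes, Cxcl1 lost its call without KPC1 replicate 1, and Asns in the mean clonal contrast without mono-culture replicate 1 (0.48, adjusted p = 0.053).

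Same-numbered libraries of different groups deviated together more than other-numbered ones: their mean correlation was 0.107, with 68 of 144 pairs above 0.1, against -0.0353 and 109 of 432 pairs. As the relation did not hold for each pair and the labels do not say what a number marks, the numbers were not taken as pairs. The sample titles count through the co-culture libraries replicate by replicate and place the mono-culture libraries after them. A mono-culture number therefore need not mark a series shared with the co-cultures. Both these correlations and the replicate block included mono-culture. In tests chosen after seeing the data, the share of within-group variance between replicate numbers over the 8 co-cultures was 65.8% for the ATF4 target score (permutation p = 0.00012, adjusted over 8 lists 0.00048), 64.4% for the interferon response (adjusted 0.00048), 58.3% for antigen presentation (0.00077), 45.6% for the epithelial (0.0065), 39.4% for the myofibroblastic (0.011) and 38.9% for the glycolysis score (0.011), and it did not pass for the inflammatory (adjusted 0.17) and proliferation (0.068) scores. Replicate 4 had the lowest ATF4 target score in 7 of 8 co-cultures, and replicate 1 the lowest interferon response score in 7. Each group holds each number once, so such shifts widen the spread within groups. With the replicate block the class count was 8195, the mean clonal ATF4 median was 0.24 and called, and the mean clonal glycolysis median was -0.027. No other call changed under it.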

Other observations

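The tests in this part were chosen after the patterns had been seen, except those of library size, receptor genes, gene length and GC content for the axis of differences, and there the removal of replicate numbers was chosen after.

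Other splits of the libraries were counted. Regroupings of a single co-culture, of the mean clonal contrast and of the differences among clones were fitted on the libraries compared. Those of the mean clonal contrast were fitted with 2 groups. Their real values therefore differ from the reported ones: 4506 genes in place of 7108 for the mean clonal contrast and 3820 in place of 2763 for clone K. List medians were 5.12 in place of 3.74 (epithelial), 0.43 in place of 0.30 (ATF4 targets) and 0.65 in place of 0.47 (inflammatory). They were -0.24 in place of -0.38 (antigen presentation), 0.039 in place of 0.0027 (glycolysis) and -0.13 in place of -0.15 (proliferation). They were 0.72 in place of 0.68 (myofibroblastic) and -1.27 in place of -1.53 (interferon response). For each of the 8 co-cultures against mono-culture, 1 of 35 splits of the 8 libraries, the real one, gave as many genes. The same held for 1 of 100 regroupings for the mean clonal contrast, for the differences among clones, and for the genes called in all 8 co-cultures. For the class contrast it was 5 of the 35 clone splits, and for KPC1 4 of 8 lines, too few for a share under 0.05. Among the lists of the mean clonal contrast, a median as large came from 1 of 100 regroupings for the myofibroblastic, interferon response and epithelial lists, 3 for the inflammatory, 13 for the antigen presentation, 23 for the ATF4 target, 78 for the glycolysis and 25 for the proliferation list. For the class contrast the counts of 35 were 22 for the myofibroblastic, 11 each for the inflammatory and antigen presentation, 2 each for the interferon response and proliferation, 6 for the ATF4 target, 4 for the glycolysis and 10 for the epithelial list.

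Epithelial genes were found in each co-culture library although fibroblasts had been sorted: Krt18 had at least 143 counts in a co-culture library and at most 4 in a mono-culture library. That low level in mono-culture argues against reads shared with keratin pseudogenes, and the totals differed by a factor of only 1.07, which argues against library size. RNA from tumour cells is a candidate source. A second epithelial list, with 15 of 28 genes tested and 7 of these higher in the mean clonal co-culture, rose and fell with the first across libraries of one group (Pearson r = 0.906, Spearman rho = 0.920, permutation p = 1e-05 each, the smallest they can give, adjusted 4e-05; r = 0.915 without the 2 farthest libraries; 32 libraries). With replicate number removed as well the relation held (r = 0.870, adjusted p = 4e-05; Spearman rho = 0.823; r = 0.818 without the 2 farthest libraries). An epithelial programme switched on in the fibroblasts would give the same relation and stays open, since no tumour-cell libraries were analysed here. Genes near 0 in mono-culture, such as Cldn6, Krt8, Palmd and Nkx6-3, may therefore report carried-over RNA, and the same limit applies to the other genes higher in co-culture. For the ATF4 targets, higher with clones H, V and T and with KPC1, the values given above argue against such RNA as the whole cause only.

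Interferon response genes were lower in the mean clonal co-culture, and most members were called lower with clones E, K, M, N and T but not with clones H and V or with KPC1. Simple dilution by tumour RNA would lower fibroblast transcripts alike. With clones E, K, M, N and T, 0 of 19 myofibroblastic members fell by as much as the interferon median of the line. With clone H 6 members did, with clone V 2 and with KPC1 4, but the interferon medians to be reached were smaller falls there (-0.31, -0.70 and -0.82). The myofibroblastic list was itself higher in the mean clonal co-culture (median 0.68, 12 members called higher and 1 lower). Members that rise in co-culture do not show dilution, so these counts do not decide on it. Dilution stays open for all lines. Mono-culture differs from co-culture in both contact with tumour cells and handling, which the design does not separate.

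Within groups, 30.2% of the variance between libraries lay on one axis. No relation of its score to the total count was detected (r = -0.286, permutation p = 0.13; Spearman rho = -0.254, p = 0.18; r = -0.322 without the 2 farthest libraries), but with replicate number removed as well r was -0.355 (permutation p = 0.054; Spearman rho = -0.384, p = 0.040, adjusted 0.054), so library size stays open. Of its variance 16.1% lay between replicate numbers (permutation p = 0.23), and GC content had a correlation of -0.0211 with the loadings across genes. It followed the CPM of 1782 olfactory and vomeronasal receptor genes, which should be silent here (r = 0.439, p = 0.0096, adjusted 0.019; Spearman rho = 0.441, p = 0.012; r = 0.499 without the 2 farthest libraries; 36 libraries), less clearly with replicate number removed as well (r = 0.355, p = 0.049, adjusted 0.054; Spearman rho = 0.392, p = 0.032; r = 0.265 without the 2 farthest libraries), and longer genes loaded lower (Spearman -0.341 across genes, which are not independent replicates). A length bias is thus a candidate explanation, and background reads, such as from genomic DNA, stay open. A non-coding gene loaded above a protein-coding one with a probability of 0.671, between the levels set to decide for or against unspliced or non-coding RNA. No biological explanation was tested.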
